# Genome-wide translational profiling of amygdala *Crh-*expressing neurons reveals role for CREB in fear extinction learning

**DOI:** 10.1038/s41467-020-18985-6

**Published:** 2020-10-14

**Authors:** Kenneth M. McCullough, Chris Chatzinakos, Jakob Hartmann, Galen Missig, Rachael L. Neve, Robert J. Fenster, William A. Carlezon, Nikolaos P. Daskalakis, Kerry J. Ressler

**Keywords:** Transcriptomics, Amygdala, Molecular neuroscience

## Abstract

Fear and extinction learning are adaptive processes caused by molecular changes in specific neural circuits. Neurons expressing the corticotropin-releasing hormone gene (*Crh*) in central amygdala (CeA) are implicated in threat regulation, yet little is known of cell type-specific gene pathways mediating adaptive learning. We translationally profiled the transcriptome of CeA *Crh*-expressing cells (Crh neurons) after fear conditioning or extinction in mice using translating ribosome affinity purification (TRAP) and RNAseq. Differential gene expression and co-expression network analyses identified diverse networks activated or inhibited by fear vs extinction. Upstream regulator analysis demonstrated that extinction associates with reduced *CREB* expression, and viral vector-induced increased CREB expression in Crh neurons increased fear expression and inhibited extinction. These findings suggest that CREB, within CeA Crh neurons, may function as a molecular switch that regulates expression of fear and its extinction. Cell-type specific translational analyses may suggest targets useful for understanding and treating stress-related psychiatric illness.

## Abstract (web summary)

Fear and fear extinction learning are dynamic. These dynamic changes are underlined by transcriptional changes. Here, the authors translationally profiled Crh neurons in the amygdala and and identified relevant gene networks.

## Introduction

Fear and fear extinction learning are evolutionarily conserved, homeostatic processes that are critically perturbed in a variety of neuropsychiatric disorders, such as posttraumatic stress disorder (PTSD), generalized anxiety disorders, bipolar disorder, and Alzheimer’s disease^1–4^. Fear learning is a complex process involving associative learning of explicit trauma-paired cues and more generalized contextual elements^5^. Understanding the neural circuitries regulating this process, and molecular changes in these circuitries following behavior may reveal translationally relevant molecular pathways relevant to the diagnosis, treatment, and even prevention of human disease^6,7^. As an example, PTSD has been repeatedly associated with a failure to recover from traumatic events, conceptualized as a failure to extinguish learned fear^8–10^. Notably, the largest-to-date genome-wide association study (GWAS) for PTSD recently found genome-wide level associations between variants of *CRHR1*, the gene encoding corticotropin-releasing hormone (CRH) receptor-type 1, genetically regulated brain-specific *CRHR1* expression, and PTSD diagnosis and symptom clusters^11,12^, along with its identification in large GWAS of anxiety and habitual alcohol use^13,14^.

The amygdala is a primary integrator of aversive physical stimuli and associated cues^15,16^. Specifically, the central amygdala (CeA) plays a well characterized role in regulating the expression of defensive responses via its connections to downstream regions^17^. The CeA comprises three cytoarchitecturally distinct sub-compartments (central capsular (CeC), lateral (CeL), and medial (CeM)). Recent characterizations of CeA circuitry have identified multiple recursive inhibitory loops which hierarchically gate threat responses (reflexive, active, passive, etc.) through their intra-CeA and output projections^18–22^. Within the CeA there are several molecularly distinct neuronal populations which mediate specific elements of fear conditioning (FC) and extinction (EXT) learning  processes^23–33^. Specifically, within the CeL, three populations represent the majority of neurons: those marked by *Crh, Sst*, or *Prkcd*,^17,22,23,32^. Until recently, it has not been possible to characterize translational regulation of mRNAs selectively within each of these cell populations, this enables identification highly specific processes that could be targeted for diagnostics or therapeutics.

Hypothalamic CRH is a critical initiating signal of the stress response that is converted to a whole-body stress response via the hypothalamus–pituitary–adrenal (HPA) axis^34–38^. Within the CeL, Crh neurons are critical mediators of the aversive stimulus response, as well as of associative learning^17,39–41^. Recently, functional dissection of Crh neuronal activity during FC and EXT demonstrated a critical role for Crh neurons in the acquisition of associative fear, as well as the acquisition of EXT^40,42–44^. Crh neuronal activity is necessary for the acquisition of weak threats, whereas these neurons appear to be silenced during extinction of learned fear memories^40,42^. In addition, a mutually inhibitory circuit between Crh and Sst neurons gate the generation of active and passive fear responses^17^.

FC and EXT precipitate changes in the expression of genes within distinct cellular populations responsible for long-lasting memory. Given the critical role the CeA Crh neuron population plays in fear learning and memory, characterizing the molecular changes specifically within this population during FC and EXT learning may provide valuable insight into potential therapeutic interventions for humans with fear-related disorders^45^. Here, using translating ribosome affinity purification (TRAP) and RNA sequencing (TRAP-seq)^46,47^, we examine changes in polysome-associated RNAs of Crh neurons within the CeL, following tone alone (TA), FC, or EXT in both male and female mice^47,48^. We perform gene co-expression network analysis^49^, followed by gene set enrichment analaysis (GSEA)^50^ and upstream regulator analysis (URA)^51^ of gene and gene network changes to identify pathways regulated by EXT in the CeL Crh population, identifying CREB (cAMP response element binding protein) as an upstream regulator of gene expression during EXT in Crh neurons^52–56^. By validating genes and networks, together with the use of cell type-specific viral-mediated gene transfer for causal analyses, we discovered that CREB levels in Crh neurons regulate fear expression and the efficacy of EXT learning. Our findings demonstrate distinct patterns of translational change following EXT that validate previous studies, and provide targets for future translational research into cell type-specific control of fear learning and memory.

## Results

### Generation of Crh-TRAP line

Crh neurons within the amygdala are found primarily in the CeL (Fig. 1a–c). To examine actively translating mRNA transcripts following FC or EXT, we generated a CRH-TRAP mouse by crossing a Crh-Cre line with a Cre-dependent eGFP-L10a line, which contains a fusion of eGFP with the L10a ribosomal protein (Fig. 1d)^47,57^. Expression patterns of ribosome-tagged eGFP closely recapitulates that observed in native *Crh* expression (Fig. 1e, f).

**Fig. 1:**
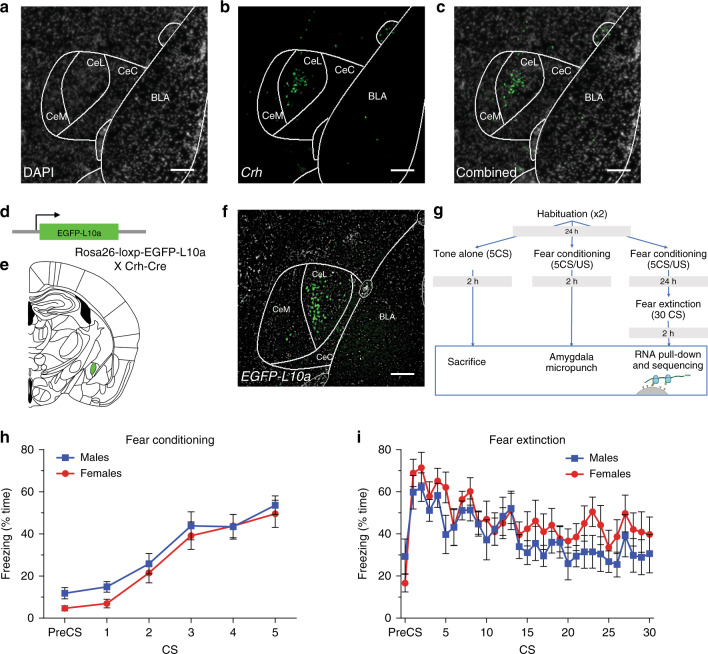
Generation of Crh-TRAP line and isolation of CeA Crh cell mRNA after behavior. **a**–**c** In situ hybridization for *Crh* transcripts examining the anterior to posterior axis of the amygdala is presented and has been replicated 28 times using tissue 16 µm slices taken from *n* = 8 mice. **a**–**c** Representative images: **a** schematic of sub-compartments of CeA (central-CeC, lateral-CeL, and medial-CeM). DAPI (gray). Scale bar: 200 µm. **b**. *Crh* (green) expression is localized largely isolated to a subpopulation of CeL neurons. Scale bar: 200 µm. **c** Overlay of *Crh* with DAPI. Scale bar: 200 µm. **d** Schematic of generation of double transgenic Crh-TRAP mouse. **e** Schematic of *eGFP-L10a* expression in the CeL. **f** Image of *eGFP-L10a* expression within the CeL. Expression of transgene closely recapitulates that of native *Crh* expression. Scale bar: 100 µm. Transgene expression was initially examined in a cohort of mice *n* = 5 with entirely consistent results, of which **f** is a representative image. **g** Schematic of behavioral paradigm and TRAP isolation of *Crh*-specific RNAs. **h** FC of Crh-TRAP animals (*n* = 20 biologically independent animals/group (i.e., sex)). A main effect of CS number was found indicating increased freezing responses with repeated CS/US presentation (two-way RM ANOVA—two-sided: *F*(5, 190) = 45.53, *p* = 9.251e−31). No main effect of sex was detected (two-way RM ANOVA—two-sided: *F*(1,38) = 0.8492, *p* = 0.98). **i** EXT of Crh-TRAP animals (*n* = 10 biologically independent animals/group (i.e., sex)). A main effect of CS number was found indicating decreased freezing responses with repeated CS presentation (two-way RM ANOVA: *F*(30, 540) = 5.590, two-sided *p* = 6.71e−18). No main effect of sex was detected (two-way RM ANOVA: *F*(1,18) = 1.784, two-sided *p* = 0.20). In **h** and **i**, male and female mice are represented by blue squares and red circles, respectively. Data represented as mean ± S.E.M.

### Fear conditioniong and extinction in male and female Crh-TRAP mice

To examine translational changes in Crh neurons following FC and EXT, cohorts of male and female CRH-TRAP mice were generated. Mice were habituated to the behavioral apparatus twice for 10 min, then fear conditioned (FC: 5 CS/US, 30 s conditioned stimulus (CS) at 6 kHz co-terminating with a 0.65 mA unconditioned stimulus (US), 90 s inter-trial interval (ITI)), or exposed only to the TA (TA: 5 × 30 s CS at 6 kHz, 90 s ITI), or fear conditioned then fear extinguished (EXT: 30 × 30 s CS at 6 kHz, 60 s ITI) on consecutive days. 

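In CRH-TRAP mice, Cre recombinase under the Crh promoter switches on a GFP-tagged L10a ribosomal protein, so that an antibody against GFP pulls down the RNA on the ribosomes of Crh neurons. Each sample came from the amygdala punches of an individual mouse. The data of 44 mice were analysed, of which 16 were TA mice (10 males and 6 females), 12 were FC mice (6 males and 6 females) and 16 were EXT mice (10 males and 6 females). The authors trimmed the reads, mapped them with STAR to GRCm38, counted them per gene, kept the genes above a minimum cpm in all samples, left out outlying samples and deposited log2 cpm values as limma voom writes them. These values hold an offset of 0.5 added to each read count, and a whole number of reads was solved back from each of the 360932 values. They cover 8203 rows, each counted here as a gene although 2 of them share a name. The lowest count of any gene in any sample was 28 reads. The effective library size, a scaled number of reads, ranged from 14649837 to 20440351 in TA mice, with a median of 18015590. It ranged from 13431032 to 19257786 in FC mice, with a median of 16977973, and from 12802113 to 17805609 in EXT mice, with a median of 15412341. The sample labels give 5 batches, with 11 samples in batch 1, 10 in batch 2, 5 in batch 3, 1 in batch 4 and 17 in batch 5. Batches 3 and 4 hold only EXT mice, so batch and condition cannot be told apart there. Batch 1 holds 4 TA, 5 FC and 2 EXT mice, batch 2 holds 5 TA, 2 FC and 3 EXT mice, and batch 5 holds 7 TA, 5 FC and 5 EXT mice. The first principal component of the log2 values carried 29.0% of the variance, and batch explained 78.7% of it, against 20.6% for group and 12.9% for sex. Batch explained 83.4% of the second component, which carried 23.1% of the variance.

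**Figure D1:**
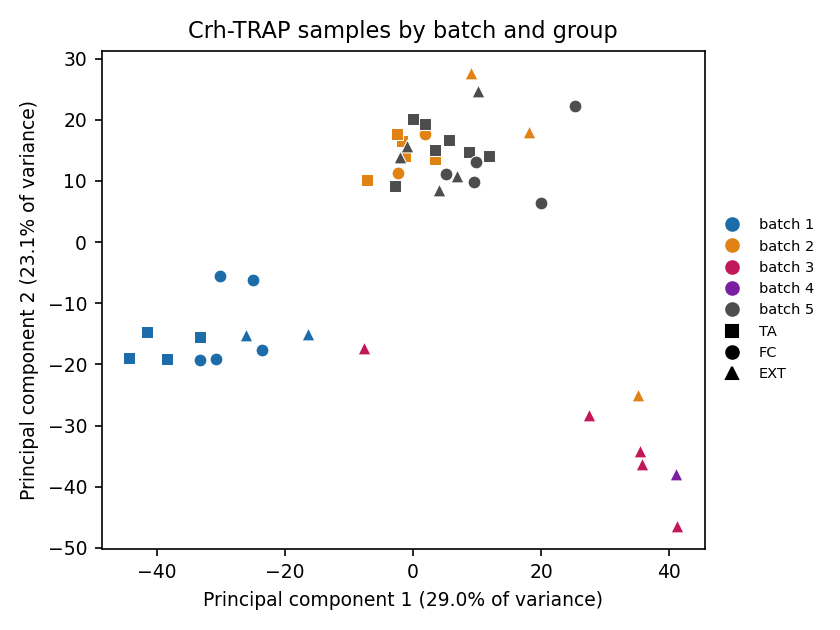
Principal components 1 (x axis, 29.0% of the variance) and 2 (y axis, 23.1%) of the log2 values of the 44 samples, without units. Each point is a mouse, coloured by batch, with squares for TA, circles for FC and triangles for EXT. Batch explains 78.7% of the first component and 83.4% of the second, while batches 2 and 5 overlap, as do batches 3 and 4.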

Following TA, FC, or EXT, male and female cohorts were sacrificed after a delay of 2 h (Fig. 1g). As expected, FC mice acquired increased freezing responses to tone (Fig. 1h) and EXT mice showed decreased freezing to tone, following the EXT  paradigm of 30 CS presentations in the absence of the US (Fig. 1i).

### Differential gene expression analysis

Differential expression analysis identified differentially expressed genes (DEG) according to the three pairwise comparisons: FC and TA, EXT and TA, and EXT and FC (Volcano plots in Supplementary Fig. 1, DEG lists in Supplementary Data 1). 

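Each pair of groups was compared on the deposited log2 values with limma, with the batch number as a numeric covariate, sex as a factor where both sexes were included, and Benjamini-Hochberg adjustment over the 8203 genes. In EXT vs. TA across both sexes (n = 16 and 16), 1755 genes were FDR-significant, 854 higher and 901 lower after EXT. At an unadjusted p under 0.05 there were 3101 genes, 1567 higher and 1534 lower. Among the alternatives set in advance, the one that moved this result most treated the batches as categories, which compares EXT with TA mice only inside batches 1, 2 and 5. It gave 2 FDR-significant genes (Iars and Fos, named after their values were seen), of which Fos alone was among the 1755, and 1733 genes at an unadjusted p under 0.05. All of the 1755 genes kept their direction under this alternative, and 915 of them had an unadjusted p under 0.05 in it. With log2 library size as a covariate, chosen after seeing the data, 0 genes were FDR-significant and 449 had an unadjusted p under 0.05.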

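In FC vs. TA across both sexes (n = 12 and 16), 0 genes were FDR-significant, and 853 genes had an unadjusted p under 0.05, 346 higher and 507 lower after FC. The smallest FDR-adjusted p from limma was 0.141. With batches as categories the counts were 0 and 1379, 706 higher and 673 lower, so the excess of lower genes was not kept. With batch as a number, males alone gave 0 FDR-significant genes with 593 at an unadjusted p under 0.05, and females alone gave 0 with 737. In EXT vs. FC, 0 genes were FDR-significant across both sexes, in males and in females, with 1587, 1067 and 531 genes at an unadjusted p under 0.05. Simulated data of the same design were drawn with independent genes and batch effects linear in the batch number, unlike the real data. With 200 of 8203 genes changed by 1 on the log2 scale, the FC vs. TA comparison across both sexes recovered 196 of them with 9 false calls. With a change of 0.5 it recovered 151, with 4 false calls. At this change 78 were recovered in males and 30 in females, and in EXT vs. FC 85 across both sexes, 0 in males and 0 in females.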

All DEG surviving false discovery rate (FDR) correction were associated with EXT (Fig. 2b) groups, and not with FC (Fig. 2a). Specifically, FDR-significant genes were found in males and not in females, whereas combining both sexes produced a larger set of DEGs (Supplementary Fig. 1), suggesting consistent changes in RNA translation between males and females during EXT, confirmed by correlational analyses (Spearman correlation of effect sizes and rank–rank hypergeometric overlap (RRHO); Supplementary Fig. 2).

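In males alone (10 EXT and 10 TA mice), 7 genes were FDR-significant in EXT vs. TA and 2382 had an unadjusted p under 0.05. In females alone (6 and 6 mice) there were 0 and 1221. On simulated data of the same sizes, 180 of 200 genes changed by 1 were recovered in males and 132 in females, while 69 and 0 were recovered at a change of 0.5. The Spearman correlation between the male and the female EXT vs. TA log2 fold changes was 0.652 across the 8203 genes, which are not independent replicates. Leaving out each mouse in turn kept it between 0.538 and 0.719, with a jackknife standard error of 0.178. With array weights, which down-weight samples far from the fit and moved this correlation most, it was 0.221. It was 0.288 with batches as categories, and without batches 3 and 4 it was 0.312. For FC vs. TA the correlation between males and females was 0.114, with a jackknife standard error of 0.312.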

**Fig. 2:**
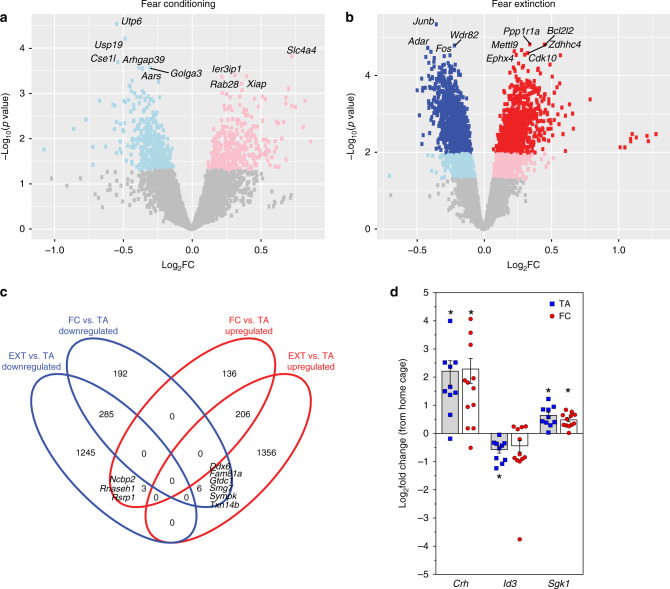
Differential gene expression analysis reveals translation signature of Crh cells after EXT. **a**, **b** Volcano plots (i.e., *p* value (in −log_10_ scale) by fold changes (in log_2_ scale)) of differential gene expression for FC (*n* = 12) vs. TA (*n* = 16) in **a**, and EXT (*n* = 16) vs. TA (*n* = 16) in **b**. Differential gene expression analysis was performed using limma with FDR multiple testing correction of *p* values. Red squares indicate upregulated genes, while blue indicate downregulated genes. More intense colors indicated FDR-adjusted *p* value < 0.05. **c** Summarizing the results of differential gene expression analysis, the Venn diagram of upregulated (red ellipse) and downregulated (blue ellipse) DEG by EX or FC compared to TA in both sexes. **d** Quantitative real-time PCR indicated comparable expression differences in *Crh*, *Id3*, and *Sgk1* after TA (blue squares), and FC (red circles) compared to home cage control group (*n* = 10 and 12 biologically independent animals for TA and FC, respectively, *n* = 5 biologically independent animals for the home cage group). *T* test two-sided *p* = 0.012 and 0.006 for *Crh* upregulation in TA vs. home cage and FC vs. home cage, respectively, *p* = 0.009 for *Id3* downregulation in TA vs. home cage, *p* = 0.007 and 0.009 for *Sgk1* upregulation in TA vs. home cage and FC vs. home cage, respectively). Data represented as mean log_2_(fold change from home cage) ± S.E.M. Asterisk indicates *p* < 0.05.

The top EXT-associated DEGs (Table 1) were associated with neuronal activity such as the downregulated immediate early genes *Junb* and *Fos*, consistent with decreased neuronal plasticity or potentially LTD-related processes. 

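Junb lies on chromosome 8 of GRCm38 from 84974484 to 84978718, and Fos on chromosome 12 from 85473890 to 85477273. The log2 value of Junb was 6.55 ± 0.34 (SD, n = 16) in TA mice, 6.46 ± 0.51 (SD, n = 12) in FC mice and 5.82 ± 0.50 (SD, n = 16) in EXT mice. Its EXT vs. TA log2 fold change was -0.71 (standard error 0.13), with an FDR-adjusted p of 0.013 from limma, and its p was the smallest of all genes. Fos was 4.81 ± 0.44 (SD, n = 16) in TA mice, 4.63 ± 0.39 (SD, n = 12) in FC mice and 4.03 ± 0.45 (SD, n = 16) in EXT mice. Its log2 fold change was -0.79 (standard error 0.16), also with an FDR-adjusted p of 0.013. For each gene, 15 of the 16 EXT mice lay below the TA median. Inside batches 1, 2 and 5, EXT minus TA was -0.31, -0.92 and -0.38 for Junb and -0.65, -1.15 and -0.83 for Fos. Batches 3 and 4 hold no TA mice to compare with. Junb, with batches as categories, had a log2 fold change of -0.53 and was not FDR-significant (adjusted p 0.136 from limma), while Fos had a log2 fold change of -0.90 and was FDR-significant (adjusted p 0.033).

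**Figure D2:**
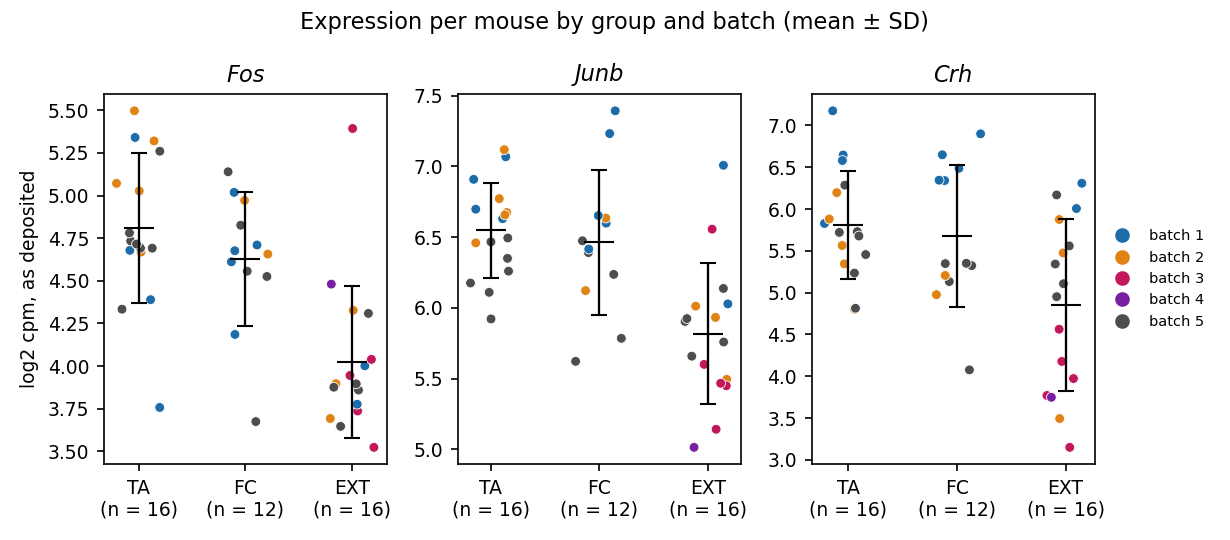
Log2 cpm values as deposited (y axis) of Fos, Junb and Crh in each TA, FC and EXT mouse (x axis). Points are mice coloured by batch, and bars give the mean and the SD. The mean of Fos is 4.81 in TA mice and 4.03 in EXT mice.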

*Crh* is regulated by glucocorticoids and is central to the HPA axis involved in glucocorticoid function. Notably, genes such as *Crh*, *Dusp1*, *Fkbp4*, *Fkbp5*, *Pja1*, and *Usp22* were differentially expressed and indicated alterations in glucocorticoid receptor signaling.

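Crh (chromosome 3 of GRCm38, 19693401 to 19695396) had a log2 value of 5.81 ± 0.65 (SD, n = 16) in TA mice, 5.68 ± 0.85 (SD, n = 12) in FC mice and 4.85 ± 1.03 (SD, n = 16) in EXT mice. Its EXT vs. TA log2 fold change was -0.93 (standard error 0.29, FDR-adjusted p 0.0234 from limma), and 12 of 16 EXT mice lay below the TA median. Inside batches 1, 2 and 5 the difference in Crh was -0.40, -0.61 and -0.13. In batch 2 the EXT values were 3.49 in mouse 21, 5.47 and 5.87, while the TA values ran from 4.80 to 6.20. The batch 2 difference thus rests on mouse 21. With batches as categories the log2 fold change of Crh was -0.32, which was not FDR-significant (adjusted p 0.399 from limma). Dusp1 (chromosome 17, 26505590 to 26562128) had a log2 fold change of -0.48 (standard error 0.10), with 13 of 16 EXT mice below the TA median. For Fkbp4 (chromosome 6, 128429735 to 128438677) the log2 fold change was -0.62 (standard error 0.14), and for Fkbp5 (chromosome 17, 28399094 to 28517527) it was -0.37 (standard error 0.11), each with 15 of 16 EXT mice below the TA median. Pja1 (chromosome X, 99465734 to 99471273) changed by -0.86 (standard error 0.18) and Usp22 (chromosome 11, 61151785 to 61175055) by -0.74 (standard error 0.16). The FDR-adjusted p from limma was 0.0217 for Fkbp5 and 0.013 for Dusp1, Fkbp4, Pja1 and Usp22. Adjusted over the list of 6 alone, all 6 passed as well, which shows no stability because the list is the paper's own. When batches were categories, 0 of the 6 passed over all genes and 5 over the list alone, and all 6 remained lower after EXT.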

**Table 1:** The top EXT-associated DEGs identified by TRAP analyses from CeA CRH-expressing neurons.

Gene symbol	Gene name	Fold change (log_2_ scale)	*p* value	FDR-adjusted *p* value
*Junb*	JunB proto-oncogene, AP-1 transcription factor subunit	−0.351	4.65E−06	0.012
*Ppp1r1a*	Protein phosphatase 1 regulatory inhibitor subunit 1 A	0.343	1.54E−05	0.012
*Bcl2l2*	BCL2 like 2	0.452	1.57E−05	0.012
*Wdr82*	WD repeat domain 82	−0.217	1.65E−05	0.012
*Adar*	Adenosine deaminase RNA specific	−0.415	1.91E−05	0.012
*Mettl9*	Methyltransferase like 9	0.282	2.19E−05	0.012
*Ephx4*	Epoxide hydrolase 4	0.228	2.35E−05	0.012
*Fos*	Fos proto-oncogene, AP-1 transcription factor subunit	−0.391	2.41E−05	0.012
*Zdhhc4*	Zinc finger DHHC-type palmitoyltransferase 4	0.328	2.62E−05	0.012
*Cdk10*	Cyclin-dependent kinase 10	0.306	2.86E−05	0.012
*R3hdm4*	R3H domain containing 4	0.243	2.90E−05	0.012
*Camk2n1*	Calcium/calmodulin-dependent protein kinase II inhibitor 1	0.572	2.98E−05	0.012
*Prpf18*	Pre-mRNA processing factor 18	−0.250	2.98E−05	0.012
*Dhx30*	DExH-box helicase 30	−0.293	3.13E−05	0.012
*Pja1*	Praja ring finger ubiquitin ligase 1	−0.430	3.30E−05	0.012
*Dlg3*	Discs large MAGUK scaffold protein 3	−0.367	3.51E−05	0.012
*Usp22*	Ubiquitin-specific peptidase 22	−0.369	4.38E−05	0.012
*Usp19*	Ubiquitin Specific Peptidase 19	−0.407	4.68E−05	0.012
*Ubash3b*	Ubiquitin associated and SH3 domain containing B	−0.263	4.73E−05	0.012
*Fam120a*	Family with sequence similarity 120A	0.261	4.87E−05	0.012

Top 20 genes from differential gene expression analysis for EXT (*n* = 16) vs. TA (*n* = 16), which was performed using limma with FDR multiple testing correction of *p* values.

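Of the 20 genes of Table 1, 11 were lower and 9 higher in EXT than in TA mice. All 20 had an FDR-adjusted p of 0.013 from limma, with unadjusted p from 5.36e-06 to 8.38e-05. The sizes of their log2 fold changes ran from 0.43 to 1.15, with Camk2n1 the largest at 1.15 (standard error 0.24) and Wdr82 the smallest at -0.43 (standard error 0.09). All 16 EXT mice lay above the TA median for Bcl2l2, Ephx4 and Cdk10. All 20, with batches as categories, kept their direction. Of these, 1 (Fos) was FDR-significant over all genes, and their unadjusted p ran from 8.03e-06 to 0.00439. Adjusted over the 20 alone all passed under either setting, which shows no stability because the list was called on these data. Among the 45 genes that the paper names for these samples, 35 were FDR-significant over all genes and 38 over the list alone.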

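The correlation between the FC vs. TA and the EXT vs. TA log2 fold changes was recomputed by Spearman's rank method across the 8203 genes, which are not independent replicates. The coefficient was 0.351 in males (jackknife standard error 0.180), 0.577 in females (0.185) and 0.518 in both sexes (0.127). The alternative that moved these values most was the score of choroid plexus marker genes as a covariate, with which rho in males was 0.155. Both contrasts subtract the same TA mice. When FC and EXT mice were compared with disjoint groups of TA mice, drawn 100 times, the median rho across both sexes was 0.345 and its range was 0.0284 to 0.501. In males and females the medians of these draws were 0.204 and 0.274.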

The correlational analysis revealed significant positive correlations between the FC vs. TA and EXT vs. TA analyses in males, females, and across both sexes (rho = 0.35 – RRHO rho = 0.35, rho = 0.57 – RRHO rho = 0.57, and rho = 0.52 – RRHO rho = 0.52, respectively; Supplementary Fig. 2). This was driven by a subset of nominal significant genes that are common in both analyses and have the same direction of effect (Supplementary Fig. 3a: 109 downregulated and 56 upregulated shared in males, Supplementary Fig. 3b: 116 downregulated and 147 upregulated shared in females, Fig. 2c: 285 downregulated and 206 upregulated shared in both sexes). However, most of the EXT-associated DEGs were uniquely associated with EXT (in males: 92.79%, in females: 77.95%, and in both sexes: 83.79%).

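At an unadjusted p under 0.05 in both contrasts, 501 genes across both sexes moved in the same direction, 294 lower and 207 higher, and 7 moved in opposite directions. Independent contrasts with the same numbers of higher and lower genes would share 160.9 genes in the same direction and 322.5 in either direction. In males 162 genes were shared in the same direction, 103 lower and 59 higher, and 6 in opposite directions, where independent contrasts would share 88.15 in the same and 172.2 in either direction, so the male overlap in either direction was not above that expected. In females there were 258, 107 lower and 151 higher, and 2 in opposite directions, against 54.37 and 109.7. Both contrasts use the same TA mice, so they are not independent. At an unadjusted p under 0.01, the alternative with the largest change by ratio, 114 genes were shared across both sexes, 21 in males and 24 in females. With array weights the count in males was 344.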

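Of the genes at an unadjusted p under 0.05 in EXT vs. TA, those without such a p in FC vs. TA made up 83.6% across both sexes (2593 genes), 92.9% in males and 78.7% in females. These shares were 68.4%, 87.8% and 62.0% with batches as categories.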

As noted above, we found many significantly associated DEGs between EXT and TA, but not FC and TA (Fig. 2a, b). The weaker separation between FC and TA groups may be caused by translational changes due to the stress of transport, and handling of animals and the novelty of tone exposure. To test this hypothesis, a separate cohort of mice was exposed to home cage, TA (5 CS, 30 s CS at 6 kHz, 90 s ITI), or FC (5 CS/US, 30 s CS at 6 kHz, 90 s ITI, 0.65 mA US). Analysis via quantitative PCR (qPCR) of mRNAs isolated from amygdala tissue punches demonstrates that tone exposure is sufficient to initiate a stress-related transcriptional program even in the absence of paired shocks. Furthermore, TA is sufficient to modulate glucocorticoid targets, increase *Crh* and *Sgk1* expression, and decrease expression of *Id3*, as previously reported for FC (Fig. 2d)^58–60^.

### Gene network analysis

Following these validation studies, we applied a number of computational analyses to best understand the gene networks that mediate gene regulation in Crh neurons, during the FC and EXT consolidation periods. Network analysis using weighted gene co-expression network analysis (WGCNA) software (Supplementary Data 2) identified 19 gene network modules (noted by different colors) containing 4346 co-expressed genes (Fig. 3a). 

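The eigengenes of the 19 modules were solved by least squares from the module membership correlations of the 895 genes in the part of Supplementary Data 2 that was read and the log2 values, since the module of every gene is needed to build them directly. Each eigengene was scaled to an SD of 1 and compared with limma as for the genes, adjusting over the 19 modules. In EXT vs. TA, 3 modules were FDR-significant and 6 had an unadjusted p under 0.05. Darkorange2 was lower after EXT by limma (difference -1.30 SD, standard error 0.33, FDR-adjusted p 0.00219), at 0.54 ± 0.29 (SD, n = 16) in TA mice and -0.75 ± 1.26 (SD, n = 16) in EXT mice. Turquoise was higher (1.14 SD, adjusted p 0.0067), as was darkred (1.06 SD, adjusted p 0.0111). Thistle2 (0.84 SD), darkgreen (0.78 SD) and bisque4 (-0.70 SD) were not FDR-significant in limma, with unadjusted p of 0.0124, 0.0229 and 0.0342. In FC vs. TA, 0 modules were FDR-significant and 2 had an unadjusted p under 0.05, which were darkgreen (0.71 SD, p 0.022) and darkturquoise (-0.51 SD, p 0.0488). Without batches 3 and 4, the alternative that moved the EXT result most, 0 modules were FDR-significant in EXT vs. TA and 2 had an unadjusted p under 0.05. Inside batches 1, 2 and 5, EXT minus TA was -0.69, -1.40 and -0.13 SD for darkorange2, 0.76, 0.89 and 0.06 SD for turquoise, and 0.27, 0.72 and 0.08 SD for darkred.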

Based on module eigengene expression (i.e., first principal component of each module expression matrix), six modules significantly associated with EXT, while two modules associated with FC (Fig. 3b; sex-specific analyses in Supplementary Fig. 4a, b) containing a varying number of genes. The Venn diagram in Fig. 3b reveals that five modules were uniquely associated with EXT, containing a variable level of DEGs (Fig. 3c).

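Among the module genes in the part of Supplementary Data 2 that was read, 72 of 81 in darkorange2 were lower after EXT at an unadjusted p under 0.05, and 61 of them were FDR-significant. In turquoise 35 of 42 were higher, 25 of them FDR-significant, and in darkred 34 of 52 were higher, 23 of them FDR-significant. In bisque4 14 of 36 were lower and 6 were FDR-significant. That part holds 0 genes of thistle2. The genes at an unadjusted p under 0.05 in either direction, with batches as categories, numbered 41 in darkorange2, 10 in turquoise, 8 in darkred and 3 in bisque4.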

**Fig. 3:**
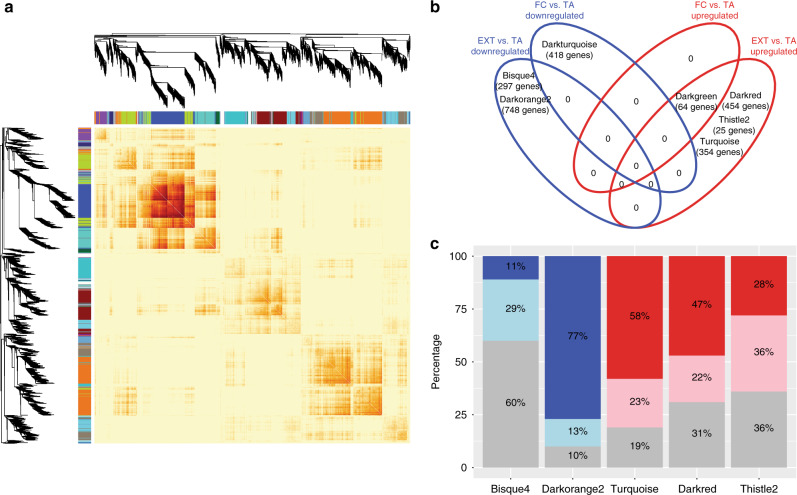
WGCNA identifies gene networks associated with EXT. **a** Heatmap plot depicting the co-expression topological overlap matrix (interaction patterns among genes using correlation as a measure of co-expression), supplemented by hierarchical clustering dendrograms, and the module colors for the weighted gene co-expression network analysis (WGCNA) analysis. Please note network names are colors by convention. **b** Network module eigengenes were used for differential expression for FC (*n* = 12) vs. TA (*n* = 16), and EXT (*n* = 16) vs. TA (*n* = 16) using limma with FDR multiple testing correction of *p* values. Summarizing the results of differential module eigengene expression analysis, the Venn diagram revealed unique and shared upregulated (red ellipse) and downregulated (blue ellipse) gene network modules by FC or EXT compared to TA in both sexes, **c** The barplot depicted the distributions of genes included in uniquely EXT-associated networks (“bisque4”, “darkorange2”, “turquoise”, “darkred”, and “thistle2”) into EXT-associated DEGs (blue or red) or not (gray). Red indicates upregulated genes, and blue indicates downregulated genes. More intense color indicates FDR-adjusted *p* value < 0.05.

### Pathway analysis

We conducted pathway analyses using GSEA for the DEGs associated genes with FC and with EXT (Supplementary Data 3 and 4, respectively). This analysis identified, as expected, pathways that are primarily uniquely associated with FC (131) and EXT (1579), while 85 shared enrichments showed the same enrichment direction and 7 shared enrichments showed the opposite enrichment direction (Fig. 4a). 

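Gene families fixed by symbol were tested in EXT vs. TA across both sexes with limma's camera, which allows for the correlation between genes, since the gene sets of the Molecular Signatures Database were not analysed here. Of 12 families, 0 were FDR-significant and 0 had an unadjusted p under 0.05. Of the cytosolic ribosomal protein genes, 74 of 77 were higher after EXT with a median log2 fold change of 0.48 (p 0.113, FDR-adjusted p 0.852 from camera). Quantile normalization left 74 of 77 higher, and with batches as categories 75 were higher with a median of 0.29 (p 0.0942). Of the cytochrome c oxidase subunit genes, 9 of 10 were higher with a median of 0.42 (p 0.314). The ubiquitin-specific peptidases, with batches as categories, reached an unadjusted p of 0.0333 from camera (FDR-adjusted p 0.324). Without batches 3 and 4 they reached 0.0305 (FDR-adjusted p 0.366). No family was FDR-significant under any alternative tried.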

Top FC-associated enrichments were related with dendritic and postsynaptic gene ontologies (Fig. 4b—GSEA plots in Supplementary Fig. S5a), while top EXT-associated enrichments were related with multiple cellular metabolism and proliferation-related gene networks, further indicating decreased neuronal activity^61^, Fig. 4c—GSEA plots in Supplementary Fig. 5b).

**Fig. 4:**
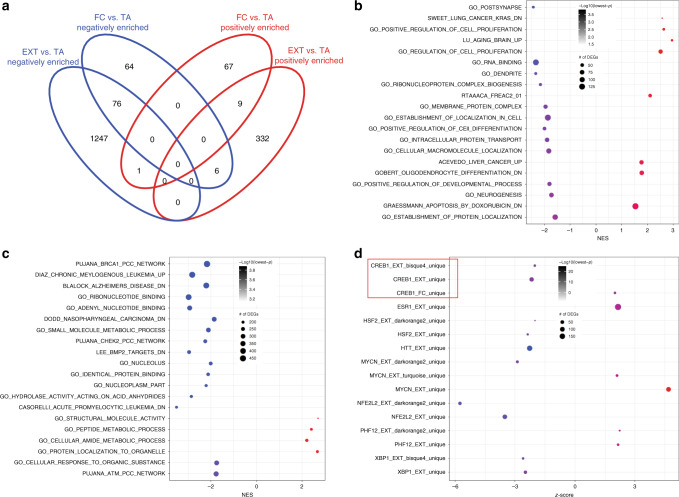
GSEA and URA of FC- and EXT-associated differential expression across sexes. **a**–**c** GSEA was used to test concordance of differential gene expression analyses results with gene expression signatures from the Molecular Signatures Database. Enrichment scores are calculated against background and they are also corrected for multiple comparisons based on FDR. Summarizing the GSEA results, the Venn diagram revealed unique, and shared positively (red ellipse) and negatively enriched (blue ellipse) gene sets in FC or EXT compared to TA in both sexes (**a**), while the bubble plots depict the uniquely FC-enriched gene sets (**b**), and uniquely EXT-enriched gene sets (**c**) with the lowest *p* value (top 20). Gene sets with negative normalized enrichment score (NES) are depicted with blue circles, while those with positive NES with red circles. The size of the circles corresponds to number of underlying DEGs. **d** DEGs together with their fold changes were used for the prediction of activation/deactivation of upstream regulator by URA based on Fisher’s exact test *p* value and activation *z*-score. Bubble plot for the significant FC- or EXT-associated upstream regulators based on DEGs or genes of differentially expressed modules uniquely associated with FC and EXT, respectively. Upstream regulators with negative *z*-score are depicted with blue circles, while those with positive *z*-score with red circles. The size of the circles corresponds to number of underlying DEGs. The predictions of CREB1 activity are highlighted with a red box.

### Upstream regulator analysis

We then conducted URA of genes uniquely associated with FC or EXT, or included in modules uniquely associated with FC or EXT (Fig. 4d and Supplementary Data 5). Regulation of DEGs and differentially expressed networks revealed upstream regulators. CREB1 stood out in this analysis as it was predicted to be activated based on FC DEGs, and deactivated based on EXT DEGs and bisque4 EXT DEGs. 

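The part of Supplementary Data 5 that was read lists 65 EXT DEGs as CREB1 targets, and in EXT vs. TA 46 of them were lower and 19 higher, with a median log2 fold change of -0.37. Of these, 26 of the lower and 11 of the higher genes were FDR-significant. Among all genes at an unadjusted p under 0.05 in EXT vs. TA, 49.5% were lower. All 13 targets listed for bisque4 were lower, 5 of them at an unadjusted p under 0.05 and 3 of them FDR-significant, with a median log2 fold change of -0.32. Of the 15 targets among the FC DEGs, 12 were lower and 3 higher in FC vs. TA, with a median of -0.23 and 0 FDR-significant, while 14 had an unadjusted p under 0.05. Of all genes at an unadjusted p under 0.05 in FC vs. TA, 59.4% were lower. Batches as categories were an alternative for these targets chosen after seeing the data. With them the numbers of lower and higher targets of EXT remained 46 and 19, with a median of -0.20. Those of bisque4 became 11 and 2, with a median of -0.09. In this setting 24 of the 65 EXT targets and 2 of the 13 of bisque4 had an unadjusted p under 0.05. The FC targets remained 12 lower and 3 higher with a median of -0.24, and all 15 had such a p. Of all genes with such a p in this setting, 673 of 1379 were lower in FC vs. TA and 899 of 1733 in EXT vs. TA. The activation z-scores that the paper's regulator analysis reports are -2.158 for the EXT DEGs, -2.55 for bisque4 and 1.881 for the FC DEGs. The paper's FDR values are 0.668, 0.248 and 0.402. Its methods call a regulator activated above a z-score of 2, which the 1.881 does not reach. That regulator analysis also weighs the known direction of each target, which these counts do not. The EXT and FC targets were taken from genes the paper called on these same mice. Those of bisque4 belong to a module built on their co-variation in these mice. The numbers passing a threshold and the common direction in bisque4 thus give no independent support. The paper draws on the predicted deactivation after EXT and in bisque4, the predicted activation after FC, and the presence of Crh in bisque4. From these it proposes that CREB-pathway genes are integral to the differing regulation of FC and EXT in this cell population.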

Importantly, bisque4 was also the *Crh* gene-containing network. 

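The log2 value of Crh was correlated with the eigengene of each of the 19 modules within cells of batch and group that hold at least 3 samples (39 samples), after subtracting each cell's mean. Bisque4 had the highest correlation of the 19. Its Pearson r was 0.621 (permutation p 0.00057, FDR-adjusted p 0.0108 over the 19 modules) and its Spearman rho was 0.576 (permutation p 0.00135, adjusted p 0.0257). Without the 2 samples farthest from the median, r was 0.526. Inside batches 1, 2 and 5, r was 0.294, 0.669 and 0.723 over 11, 10 and 17 samples, with rho of 0.236, 0.285 and 0.635, so the relation was weakest in batch 1. The paper placed Crh in bisque4 from its co-variation in these same samples and the eigengene comes from those memberships, so these values restate that placement and do not test it.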

Together these findings suggested that genes mediated by the CREB pathway are integral to differential regulation of FC and EXT within the Crh-specific cell population in CeA.

### CREB overexpression effects in behavior

To validate and further characterize the role of Crh neuronal CREB in the expression and EXT of fear, we microinfused AAV vectors containing a cre-recombinase (Cre)-sensitive DIO construct encoding CREB into the CeA of mice expressing Cre in Crh neurons (CRH-Cre), thereby inducing elevated expression of CREB within the Crh neurons in this region (CeL; Fig. 1b). Three weeks after gene transfer, mice were tested in a battery of behavioral tests, ending with FC and EXT (Fig. 5a). Histological analysis examining the GFP reporter protein from the CREB and control viral constructs indicated strong transgene expression in the CeA that is consistent with patterns of native *Crh* expression, which is restricted to the CeL (Fig. 5b, c). No differences between groups were found in anxiety-like behavior in the elevated plus maze or the open field test (Fig. 5d and e, respectively), or in overall levels of locomotor activity (Fig. 5f).

**Fig. 5:**
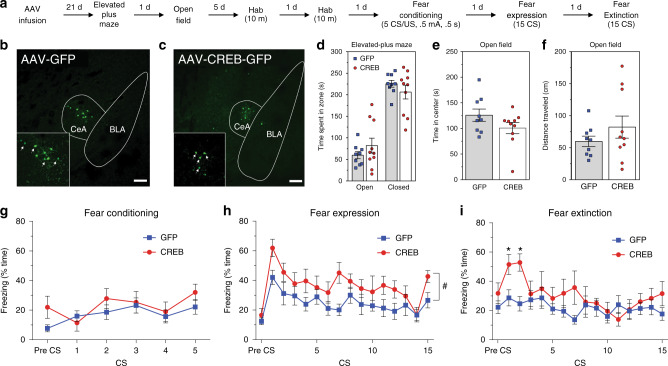
Overexpression of CREB in Crh cells enhances fear expression and blunts EXT. **a** Experimental workflow. **b**, **c** Infusion of control AAV-DIO-GFP (**b**) and experimental AAV-DIO-CREB-GFP (**c**) viruses into the amygdala leads to transgene expression specifically in CeA Crh neurons and, sporadically, within BLA. Scale bar in **b**, **c**: 100 µm. Viral expression was examined for each GFP and CREB animal. Behavioral data from those with significant reporter expression, as depicted in **b**, **c**, were retained and used to produce (**d**–**i**). One GFP mouse was discarded for lack of expression leaving *n* = 9 GFP and *n* = 10 CREB mice. **d**, **e** Overexpression of CREB in Crh neurons does not lead to significant changes in anxiety as measured by: **d** time spent in open arm of an elevated plus maze (*t* test two-sided *p* = 0.27, *n* = 9 and 10 biologically independent animals/group for GFP and CREB respectively); **e** time spent in the center of an open field (*t* test two-sided *p* = 0.14, *n* = 9 and 10 biologically independent animals/group for GFP and CREB, respectively). **f** No changes in locomotion were detected in open field (*t* test two-sided *p* = 0.28, *n* = 9 and 10 biologically independent animals/group for GFP and CREB, respectively). **g** No differences were found with CREB overexpression during FC (*n* = 9 and 6 biologically independent animals for GFP and CREB, respectively; two-way RM ANOVA: *F*(1,13) = 2.120, two-sided *p* = 0.16). **h** CREB overexpression in Crh neurons increases fear expression (*n* = 9 and 6 biologically independent animals for GFP and CREB, respectively; two-way RM ANOVA: *F*(1,13) = 8.244, two-sided *p* = 0.013). **i** CREB overexpression leads to a nonsignificant increase in fear expression during first CSs of EXT retention test (*n* = 9 and 6 biologically independent animals for GFP and CREB, respectively; two-way RM ANOVA: *F*(1,13) = 3.748, two-sided *p* = 0.0749; post hoc *t* test for individual CS significance, two-sided *p* = 0.021 and *p* = 0.0029 for CS1 and CS2, respectively). Data represents mean ± S.E.M. In **d**–**i**, GFP and CREB mice are represented by blue squares and red circles, respectively. Hash sign (#) in **h** indicates an overall group difference (*p* < 0.05), while asterisk (*) in **i** indicates differences in particular CS trials (*p* < 0.05).

Subsequently, mice were exposed to a mild FC regimen (5 CS/US, 0.5 mA, 0.5 s US) that typically produces subthreshold changes in freezing behavior. As expected, no within-session differences in FC were evident during the training (Fig. 5g). However, when mice were tested for fear expression to the tone 24-h later, those with viral vector-induced elevations in CREB in CeA Crh neurons showed enhanced freezing throughout the session (Fig. 5h). In addition, when tested 24 h following EXT, CREB overexpressing mice again expressed more freezing during initial tone presentations. Together these data suggest that enhanced CREB expression in CeA Crh neurons promotes fear expression and may blunt EXT. These findings also complement the cell type-specific RNAseq observation that reductions in *Creb* within CeL Crh neurons accompany EXT by demonstrating that offsetting this change facilitates fear expression and opposes EXT.

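Creb1 lies on chromosome 1 of GRCm38 from 64532645 to 64604548. Its log2 value was 4.74 ± 0.27 (SD, n = 16) in TA mice, 4.55 ± 0.51 (SD, n = 12) in FC mice and 4.88 ± 0.39 (SD, n = 16) in EXT mice. The EXT vs. TA log2 fold change was 0.14 (standard error 0.12, FDR-adjusted p 0.41 from limma), and 10 of 16 EXT mice lay above the TA median, so no difference was detected. Inside batches 1, 2 and 5 the difference was -0.00, -0.20 and -0.08, and with batches as categories the log2 fold change of Creb1 was -0.10 (FDR-adjusted p 0.519). In FC vs. TA it was -0.14 (FDR-adjusted p 0.734).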

## Discussion

We used TRAP-seq to isolate Crh neuron-specific ribosome-associated RNAs following tone alone exposure (TA), fear conditioning (FC), or extinction (EXT). Bioinformatic analysis of translational changes in Crh neurons following EXT identified differentially regulated genes and gene pathways involved in this learning process. Furthermore, functional validation of one of these gene pathways, confirmed the TRAP-based findings of CREB regulation underlying EXT of conditioned fear.

Notably, we did not observe FDR-significant differences between TA and FC. 

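In the TRAP samples, the FC vs. TA log2 fold change was -0.24 for Crh (standard error 0.20, FDR-adjusted p 0.726 from limma) and -0.28 for Sgk1 (standard error 0.21, adjusted p 0.685). For Id3 it was 0.63 (standard error 0.24), with an unadjusted p of 0.016 and an adjusted p of 0.396, and 11 of 12 FC mice lay above the TA median. Fos changed by -0.19 (adjusted p 0.734 from limma) and Junb by -0.13 (adjusted p 0.751).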

Because Crh neurons are recruited during learning of weak threats and active responses, we hypothesized that stress derived from a combination of events ranging from transport, handling, and tone exposures was likely sufficient to activate this neuron population, washing out differences between TA and FC groups^40^. This hypothesis was tested in a separate cohort of mice demonstrating that stress-related genes *Crh*, *Sgk1*, and *Id3* are regulated in response to both TA and FC. Thus, it is likely that the translational signature of associative fear learning was obscured by more generalized stress-related translational changes.

It is important to also note that a population marked by expression of a gene is not synonymous with continuous high levels of expression of that gene and should be considered more as an indicator of shared origin or function. Thus, *Crh* expression within the Crh neuron population is dynamic and, while the transgenic mouse line used reliably captures the Crh neuron population, *Crh* expression may vary between cells depending on behavioral state^62^. Regardless, our data demonstrate gene changes as a result of EXT, and indicate the transition from an activated stress translational program to a deactivated stress translational program.

Significant DEGs were identified between EXT and TA in males and across sexes. 

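The 7 FDR-significant genes of males, named after their values were seen, were Fos, Junb, Aacs, Dusp1, Hspa12a, Usp19 and Tm2d1, of which only Tm2d1 was higher after EXT. Their log2 fold changes in males were -0.90 for Fos (standard error 0.15), -0.82 for Junb, -0.81 for Aacs, -0.63 for Dusp1, -0.63 for Hspa12a, -0.90 for Usp19 and 0.57 for Tm2d1. The FDR-adjusted p from limma was 0.0478 for Usp19 and 0.0363 for the other genes. All 7 were FDR-significant across both sexes, with an adjusted p of 0.013. In males only Fos was FDR-significant with batches as categories (log2 fold change -0.92, adjusted p 0.0266).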

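In females the same 7 genes moved in the same direction as in males, with log2 fold changes of -0.58 for Fos, -0.53 for Junb, -0.26 for Aacs, -0.24 for Dusp1, -0.31 for Hspa12a, -0.65 for Usp19 and 0.17 for Tm2d1. None was FDR-significant in females, with adjusted p from 0.33 to 0.659. The difference between the sexes was tested with an interaction term in limma. For EXT vs. TA, 0 genes had an FDR-significant interaction and 339 had an unadjusted p under 0.05, where 410.2 were expected by chance, and the smallest adjusted p was 0.77. The same test for FC vs. TA gave 0 FDR-significant genes and 540 at an unadjusted p under 0.05.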

Changes in expression between males and females were strongly correlated; however, no FDR-significant DEGs were identified in the female group alone. This may be due to inclusion of females without regard to estrus cycle phase and phasic alterations in gene expression. Estrus cycle phase is known to alter gene expression in the amygdala, synaptic plasticity, and EXT^63–65^.

DEG’s associated with EXT identified changes in translation of several activity and stress-related transcripts. These changes are consistent with decreased activity and suppressed stress hormone responses in Crh neurons during EXT. 

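A score of 9 activity-regulated genes (Fos, Junb, Jun, Egr1, Egr4, Arc, Nr4a1, Dusp1 and Btg2, the members present of a list fixed by symbol) was the mean of their z scores in each mouse. Across both sexes the score was 0.77 lower after EXT than in TA mice (difference -0.77, two-sided permutation p 0.00046, FDR-adjusted p 0.011 over 48 tests of 8 scores), and 1 of 16 EXT mice lay above the TA median. In males the difference was -0.97 (permutation p 6e-05, adjusted p 0.00288) and in females it was -0.44 (exact permutation p 0.264). Inside batches 1, 2 and 5 it was -0.75, -1.26 and -0.71. Without batches 3 and 4 it was -0.91, with an adjusted p of 0.00192.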

The data are also consistent with previous reports of decreased Crh neuronal activity and reductions in stress-related gene activity with EXT^17,40,42,43^. Analysis of regulation of EXT genes revealed substantial overlap with genes known to be regulated in neuropsychiatric disease. Notably, the CRH receptor (*CRHR1*) has now been associated with PTSD symptoms, anxiety disorders, and alcohol habitual use in large-scale GWAS studies^11–14^. In addition, prior work in GWAS association of pathways across psychiatric disorders has demonstrated that the protein encoded by *CREB1* directly interacted with several risk genes of psychiatric disorders identified by GWAS^66^.

While genes are co-expressed forming functional networks, understanding specific aspects of these genes and networks can provide insight into cellular function. In our study, the majority of EXT-related DEGs were co-expressed in five networks. 

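Of the 895 genes in the part of Supplementary Data 2 that was read, 332 had an unadjusted p under 0.05 in EXT vs. TA. Of these, 155 (46.7%) lay in bisque4, darkorange2, turquoise, darkred or thistle2, and 123 lay in no module. The 5 networks held 23.6% of all listed genes. Of the 195 listed genes that were FDR-significant, 115 (59.0%) lay in the 5 networks. Genes outside the part of the list that was read were not counted, and that part holds 0 genes of thistle2.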

Regulation of DEGs and differentially expressed networks revealed a list of upstream regulators. Further understanding of these upstream regulators may provide critical insight into the role of Crh neuronal populations in the consolidation of fear EXT memories.

Previous work has shown that cell type-specific modulation of specific genes dramatically affects FC and EXT^67–69^. To validate our upstream regulator analyses, CREB was chosen for cell type-specific manipulation given that it was affecting the gene network containing *Crh*, and it has been shown to be necessary for stress-related increases in *Crh* transcription. Although modulation of CREB has been associated with other amygdala- and striatal-dependent memory processes^53,55,70,71^, its function has never been examined specifically within the CeA Crh neuronal population. Congruent with predictions from our TRAP-seq data, overexpression of CREB in Crh neurons enhanced fear expression and may blunt EXT. Together these findings suggest that CREB within a specific subset of neurons (Crh), embedded within a specific subregion of amygdala (CeL), functions as a molecular switch that regulates expression of fear. More broadly, they also confirm the general principle that CREB is involved in producing behavioral outcomes that range from being therapeutic to maladaptive, depending on the specific brain region and cellular subtypes being affected, complicating the development of medications that would nonspecifically produce activation or inhibition of its function^53,72–74^.

The CREB construct used in cell type-specific overexpression experiments has been used in a wide variety of experiments spanning decades by the Carlezon and other labs. The Carlezon group has demonstrated that overexpression of CREB leads to increases in CREB-mediated gene transcription and CREB-mediated changes in electrophysiological responses. In addition, they have demonstrated that CREB overexpression mimics pCREB-like activation of gene expression^52,75,76^. Given that Pavlovian FC is explicitly an associative learning assay, overexpression of CREB in Crh neurons would not be predicted to nonspecifically increase freezing at baseline in the absence of a learned association; this prediction was supported by our results. Overall, these data demonstrate that cell type-specific analyses of translational gene regulation is robust, identifying both expected and previously not appreciated pathways, and pointing to targets for manipulating fear expression and extinction.

A limitation of these studies is that our experiments of CREB expression in CeA Crh neurons were completed only in male mice. In female mice, estrus cycle and sex-specific effects may have important roles, and will be addressed in future studies. Another limitation relates to our interpretation of CREB overexpression effects on enhanced fear expression vs. blunted fear extinction. Given that CREB is overexpressed in the experimental group during both fear expression and EXT sessions, it is possible to examine if overexpression of CREB in Crh neurons enhances fear expression; however, experimental parameters do not differentiate whether greater freezing during EXT session is solely due to enhanced fear expression or deficits in EXT.

This work adds to our understanding of the role of the Crh amygdala neurons, and the increasingly appreciated importance of the *Crh* regulatory pathway in trauma and stress-related disorders, such as PTSD. Cell type-specific targeting of CREB or other fear extinction related genes for knockdown, inhibition, or activation may reveal translationally relevant pathways for intervening in fear-related pathologies. This type of comprehensive, yet cellularly precise, analysis offers a potentially important array of targets that may be useful for the diagnosis, treatment, and prevention of psychiatric illness.

In conclusion, we examined differential gene expression specifically within the amygdala Crh neuronal population, comprised primarily of the CeA *Crh*-expressing neurons. Our analyses revealed that translational profiles after EXT learning were consistent with overall decreased neuronal activity in these neurons. Gene co-expression network analysis identified gene networks activated or inhibited by EXT learning, and URA identified CREB as a critical pathway downregulated with EXT. Finally, we confirmed that overexpression of CREB in CeA Crh neurons increased fear expression and may blunt fear extinction, as predicted from the TRAP-seq data.

## Methods

### Animals

All mouse lines were obtained from Jackson Laboratories (Bar Harbor, ME). For all experiments, mice were between 10–16 weeks old at the time of behavioral training and sacrifice. For generation of Crh-TRAP line, a Crh-Cre line (B6;FVB-Tg(Crh-cre)1Kres/J) was crossed with a cre-dependent TRAP reporter line (Rosa26 fs-TRAP; (B6.129S4-Gt(ROSA)26Sortm1(CAG-EGFP/Rpl10a,-birA)Wtp/J); referred to for short as the “eGFP-L10a line”). Only first-generation progeny was used for TRAP experiments ensuring that mice were heterozygous for each transgene. For qPCR validation of gene expression changes following TA and FC, C57BL/6J mice were used. For follow-up validation of Crh neuron-specific overexpression of CREB, B6(Cg)-Crhtm1(cre)Zjh/J were crossed with wild-type C57BL/6J breeding partners, and only first-generation progeny were utilized ensuring all mice were heterozygous for the transgene. Both Crh-cre lines have previously been validated to have accurate targeting of Cre expression to Crh neurons in the CeA^57,69,77^. Mice were maintained on a standard 12 h light:12 h dark light cycle. All mice were group housed with 2–5 same-sex litter mates. Mice were housed in a temperature and humidity-controlled facility, and given free access to food and water. All procedures were approved by McLean Hospital Institutional Animal Care and Use Committee, and complied with National institutes of Health guidelines. For behaviors, animal numbers were informed by previous experiments to inform power and effect size calculations, using the G*Power 3 software package. Animals were all randomized and assigned to behavioral or viral manipulation groups by an experimenter blinded to the experimental conditions.

### Viral-mediated gene transfer

Plasmids for Cre-dependent AAV (HAR-EF1a-DIO-CREB1B-IRES-GFP-SV40pA and HAR-EF1a-DIO- GFP-SV40pA) were generated by Dr. Rachael Neve (Massachusetts General Hospital Gene Transfer Core), and packaged into an AAV 8.2 capsid by Virovek Inc.

For viral manipulation experiments, mice were anesthetized deeply with a ketamine/xylazine mixture prior having their heads fixed into a stereotaxic apparatus (Kopf). During surgery, body temperature was maintained using a heating pad. Stereotaxic coordinates (A/P −1.4, M/L ±2.9, D/V −4.4) were taken from Sanford et al.^40^ and confirmed in Paxinos and Franklin^78^. Heads were leveled, and virus was delivered bilaterally through burr hole in skull via a 1.0 μl microsyringe (Hamilton). Syringe was lowered to coordinates and 0.3 μl of virus was infused at a rate of 0.1 μl/min followed by a 12-min resting period. Following infusion, syringe was slowly withdrawn over 5 min. Following infusion, incision was closed by suturing with a nylon monofilament (Ethicon). Mice were allowed to recover and regain mobility.

### Behavioral assays

For all FC and EXT experiments involving gene analyses, mice were habituated to the chamber (Med Associates) for 10 min for the 2 days preceding FC. On the day of training, mice were exposed to five tone-shock pairings (pre-CS period: 180 s, CS: 30 s 6000 Hz, 65–70 db, co-terminating shock (US): 0.5 s, 0.65 mA, ITI between CS’s: 90 s). For the TA control group, shocks were omitted by turning shock generator off. The EXT group was returned to the animal care facility, while FC and TA groups were left in holding room until sacrifice. The next day EXT group was tested in a novel context. Alternative context was provided in different set of apparatuses in a different room and had different olfactory cue, lighting conditions, and flooring. Mice were exposed to 30 CSs in the absence of any US reinforcer (pre-CS period: 180 s, CS: 30 s 6000 Hz, 65–70 db, ITI between CS’s: 60 s). Following EXT, mice were returned to the holding room until sacrifice. Freezing was measured using FreezeFrame software (Coulbourn Instruments). For viral infusion experiments, the same method was used except the US was 0.5 mA and only 15 CSs were presented during extinction.

For the open field test, mice were placed in a 44 cm cubed box in a dimly lit room. Behavior was recorded for 10 min, while mice were allowed to explore. Distance traveled and time spent in center area were calculated using Ethovision software (Noldus).

For the elevated plus maze test, animals were placed into the center of an elevated plus maze facing open arm. Apparatus had arms measuring 50 cm tip to tip and was placed in a dimly lit room. Mice were allowed to freely explore for 10 min, while behavior was recorded. Time spent in open arms, closed arms, and center as calculated using Ethovision software.

### Fluorescent in situ hybridization–RNAscope staining

In situ hybridization to localize *Crh* transcripts was performed on sections taken from eight adult male C57BL/6J mice. Mice were briefly anesthetized with isofluorane, decapitated, brains removed, and snap-frozen. Slices were taken at a width of 16 µm. RNA scope procedure was performed to manufacturers specifications (ACD Bioscience) using mm-Crh-C1 probe and RNA Scope Fluorescent Multiplex 2.5 labeling kit (ACD Bio).

### Image acquisition

Images of in situ staining, transgene expression and viral reporter expression were acquired on a Leica SPS confocal microscope using a 10× or 40× objective. Images were acquired using *z*-stacks with computer optimized step size. Max intensity projections were generated and presented. Image signals were quantified using ImageJ software.

### Translating ribosome affinity purification RNAseq analysis

TRAP was performed in accordance with methods published by Heiman et al.^47^. Adult Crh-TRAP mice were quickly anesthetized with isofluorane, decapitated, brains removed, and snap-frozen. Punches centered over the amygdala were taken bilaterally using a 1 mm punch. Individual animals were used as each sample (*n* = 10 per condition/sex). Tissue was homogenized and mRNA’s isolated from GFP-tagged ribosomes (TRAP). RNA quantity and quality were assessed using Bioanalyzer Pico Chip (Agilent).

Libraries were prepared using SMARTer HV kit (Clontech) and NexteraXT DNAkit. Microelectrophoresis was used to validate libraries followed by quantification, pooling, and clustering on the Illumina TruSeq v3 flowcell. Clustered flowcell was sequenced using an Illumina HiSeq 1000 in 50-bp paired end mode. Twenty-five million reads per sample were targeted.

### RNAseq data processing

Sequence reads were trimmed to remove possible adapter sequences and nucleotides with poor quality using Trimmomatic v.0.36. The reads were then mapped to the *Mus musculus* GRCm38 reference genome available on ENSEMBL using the STAR aligner^79^. There resulting BAM files were sorted using the samtools sort function and used for gene counting. Count files were processed with edgeR^80^. A total of 8204 gene symbols with cpm >4 in all samples were retained. Samples were retained according to the full capturing of their behavioral data and based on outlier determination, according to a consensus of hierarchical clustering, PCA and MDS. A total of 44 samples were retained. Log-transformed data were then voom normalized^81^.

### Real-time PCR

RNA from amygdala punches was isolated using Qiagen RNeasy mini kit as indicated by manufacturer. Real-time PCR was run on cDNA from each sample in triplicate. Reactions were run containing 5 μl SYBR, 0.5 μl each forward and reverse primers, 3 μl water, and 1 μl cDNA. Real-time PCR was run on Applied biosystems 7500 Real-time PCR System with cycling parameters of: 10 min at 95 °C, 40 cycles of 15 s at 95 °C, and 60 s at 60 °C. *Itm2b *was used as housekeeping gene. 2^-ddCT values were calculated to represent expression as fold change compared to home cage ± S.E.M.

### Differential gene expression

Differential expression analysis was performed with limma^82^ controlling for experimental batch and sex, when the analyses included both sexes. We used the default multiple testing correction of *p* values in limma, which is Benjamini–Hochberg’s FDR. To compare results from different genome-wide analyses, we calculated Spearman rank correlations (rho) of the fold changes. RRHO analyses were performed to identify significant overlap of differential expression lists between pairs of results by determining the degree of statistical enrichment using the hypergeometric distribution^83^.

### Gene network analysis (WGCNA)

WGCNA was performed at the default setting using all the samples to identify co-expression networks (modules). Module eigengenes were used for differential module expression using limma.

### Gene set enrichment analysis

GSEA implementation was done in R^84^, *fgsea*, was used to test concordance of differential gene expression analyses results with gene expression signatures from the Molecular Signatures Database (MSigDB, datasets: http://software.broadinstitute.org/gsea/msigdb). Fgsea uses as input file: (a) the ranked DEG list (*s*_*i*_ = sign(fold change gene *i*) × (−log_10_(*P*_*i*_)), and (b) a list of pathways sets. Fgsea in order to calculate the *p* values for the pathways: (a) calculate a local gene-level statistic, (b) calculate a global gene set level statistic, (c) determine significance of the global statistic (calibration against the background distribution using permutation test), and (d) adjust for multiple testing. The final *p* value is the fraction of the permutation null values greater than or equal to the observed one.

URA^51^ was performed as we described before^85^ to estimate a set of significant (Fisher’s exact test *p* value < 0.05) deactivated (*z*-score < −2) or activated (*z*-score > 2) upstream regulators (i.e., transcription regulator or ligand-binding nuclear receptor). URA was performed for (i) the uniquely FC- or EXT-associated DEGs with *p* value < 0.05 and (ii) the genes belonging to the uniquely FC or EXT co-expressed modules with significant FC or EX differential eigengene expression, respectively.

### Statistics

Statistical analyses were performed using GraphPad Prism 7 and 8. All data are represented as a mean ± S.E.M. Statistical significance was set at *p* < 0.05. Freezing during FC and EXT experiments was analyzed using a repeated-measures ANOVA, with group (sex in Fig. 1h, i and virus type in Fig. 5g–i)  as between subject factor and tone presentation as the within subject factor. In the case of the test completed in Fig. 5i, a trending (trends considered to be *p* < 0.1) ANOVA (*p* = 0.07) was identified and post-hoc *t* tests were completed. Behavioral measures in the open field or elevated plus maze (Fig. 5d–f) of the two virus types were compared using a Student’s *t* test. For qPCR (Fig. 2d), expression data from TA and FC groups were compared with home cage group by Student’s *t* test.

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Reporting Summary

## Data Availability

The raw and processed TRAP-seq datasets generated during the current study were deposited as GEO accession number GSE157021. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Genome-wide translational profiling of amygdala Crh-expressing neurons reveals role for CREB in fear extinction learning
**Source:** Nat Commun. 2020 Oct 14;11:5180. doi: 10.1038/s41467-020-18985-6
**Supplement:** Supplementary file 9 — Reporting Summary

## Reporting Summary

Nature Research wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Research policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

### Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

- |                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( $n$ ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. $F$ , $t$ , $r$ ) with confidence intervals, effect sizes, degrees of freedom and $P$ value noted<br><i>Give <math>P</math> values as exact values whenever suitable.</i>                            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's $d$ , Pearson's $r$ ), indicating how they were calculated                                                                                                                                                         |

*Our web collection on [statistics for biologists](#) contains articles on many of the points above.*

### Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                         |
|-----------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | Methods and sources of data collection are stated in the text and supplemental methods.                                                                                                                                                                 |
| Data analysis   | Software used for data analysis included: GraphPad Prism (ver.7&8), R (ver.3.6.2), Limma (ver.3.40.6), RRHO (ver.1.24.0), WGCNA (ver.1.68), fgsea (ver.1.10.0), URA (ver. Fall 2019), ImageJ (ver.1.52p 22), STAR aligner (Ver.2.7), edgeR (ver.3.30.3) |

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Research [guidelines for submitting code & software](#) for further information.

### Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A list of figures that have associated raw data
- A description of any restrictions on data availability

TRAP-seq data are available at GEO: GSE157021. Molecular Signatures Database (MSigDB) can be accessed here: [www.gsea-msigdb.org/gsea/msigdb](http://www.gsea-msigdb.org/gsea/msigdb).

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | For behaviors, animal numbers were informed by previous experiments to inform power and effect size calculations, using the G*Power 3 software package. For translational studies, sample sizes were based on data from previous studies, see McCullough et. al., 2018                                                                                                                                                                                   |
| Data exclusions | For TRAP behavioral data, no samples were excluded based upon any criteria. For CREB validation experiments, one cage of animals was excluded from fear conditioning based upon wounding sustained due to an aggressive cage mate. In data analysis for TRAP data "Samples were retained according to the full capturing of their behavioral data and based on outlier determination, according to a consensus of hierarchical clustering, PCA and MDS." |
| Replication     | Translational analyses were verified using qPCR. All validation data is presented in the report.                                                                                                                                                                                                                                                                                                                                                         |
| Randomization   | Mice of proper sex and genotype were randomized by a blinded experimenter.                                                                                                                                                                                                                                                                                                                                                                               |
| Blinding        | All behavioral experiments were completed by blinded experimenter. For fear conditioning, where blinding to group was not possible, cages assigned to each group were assigned by a blinded experimenter.                                                                                                                                                                                                                                                |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

|                                     |                                                                 |
|-------------------------------------|-----------------------------------------------------------------|
| n/a                                 | Involved in the study                                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Antibodies                             |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Human research participants            |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |

### Methods

|                                     |                                                 |
|-------------------------------------|-------------------------------------------------|
| n/a                                 | Involved in the study                           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Flow cytometry         |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging |

## Animals and other organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research

|                         |                                                                                                                                                                                                                                                                                                                                                        |
|-------------------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | Mice. Both male and female mice were used for initial TRAP discovery cohort. Male mice were used for qPCR validation and viral validation. All mice were 10 to 16 weeks old at time of experiment. C57BL/6J, B6;FVB-Tg(Crh-cre)1Kres/J, Rosa26 fs-TRAP; (B6.129S4-315 Gt(ROSA)26Sortm1(CAG-EGFP/Rpl10a-birA)Wtp/J), B6(Cg)-Crh1m1(cre)Zjh/J.           |
| Wild animals            | Provide details on animals observed in or captured in the field; report species, sex and age where possible. Describe how animals were caught and transported and what happened to captive animals after the study (if killed, explain why and describe method; if released, say where and when) OR state that the study did not involve wild animals. |
| Field-collected samples | For laboratory work with field-collected samples, describe all relevant parameters such as housing, maintenance, temperature, photoperiod and end-of-experiment protocol OR state that the study did not involve samples collected from the field.                                                                                                     |
| Ethics oversight        | All procedures were approved by McLean Hospital Institutional Animal Care and Use Committee and complied with National Institutes of Health guidelines.                                                                                                                                                                                                |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

How the deposited data were processed for this re-analysis (not part of the article)

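Ribosome-associated RNA of CeA Crh neurons was measured by TRAP-seq in 44 mice (16 TA, 12 FC and 16 EXT), each mouse being a sample. The authors trimmed the reads with Trimmomatic, mapped them with STAR to GRCm38, counted them per gene, processed the counts with edgeR, kept genes above a minimum cpm in all samples, left out outlying samples and deposited log2 values as limma voom writes them. The values are log2 cpm, from reads plus 0.5 and the effective library size, and no batch correction of them is stated. All 44 columns hold deposited log2 values, including those under animal numbers that the record of units lists as other. Condition, sex and batch were taken from the sample labels. Animals 22, 25, 44 and 53, all of batch 3, have sex or group labels out of the order of the animal numbers. The sex labels could not be checked from expression. For the sex-linked genes Eif2s3x, Ddx3x and Kdm5c, only 3, 4 and 4 of 18 females lay above all males. The results by sex therefore rest on the labels.

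Whole reads and the effective library size were solved back from the log2 values in every sample. The effective library sizes ranged from 12802113 to 20440351. They hold a scaling of the samples beside the number of reads. In FC male 47, the 13438766 reads on the listed genes exceeded the effective library size of 13431032. The median gene had 886 reads in the median sample, and the lowest count was 28. Errors are given as SD or standard error between mice, which include counting error.

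The 3 pairs of groups were compared for both sexes, males and females on the deposited values with lmFit and eBayes of limma 3.58.1 in R 4.3.3. Batch number was a numeric covariate and sex a factor where both sexes were included. All tests were two-sided, with Benjamini-Hochberg adjustment and an FDR threshold of 0.05. The paper's text states control for batch and sex but does not name the coding of batch. The difference between the sexes was tested with an interaction term. Fold changes were compared between contrasts with Spearman's rho across genes, with errors from a jackknife over mice. Genes at an unadjusted p under 0.05 were counted as shared. Module eigengenes were solved by least squares from the module membership correlations of the 895 genes in the part of Supplementary Data 2 that was read. The families were tested with camera. Marker scores were mean z scores of lists fixed by symbol, compared by permutation tests with 100000 resamples, or by exact permutation tests with fewer than 10 mice in a group. Genes were placed with GENCODE release 21 of the mouse annotation on build 38. Python 3.11.15, numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 were also used.

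The named genes are every gene the paper names for these samples, which include the 20 genes of Table 1, the genes labelled in Fig. 2 and Creb1, the CREB1 targets of Supplementary Data 5 as a group, and the 5 genes with the smallest p in each direction in EXT vs. TA across both sexes. Alternatives were batch as categories, no batch term, leaving out batches 3 and 4, all 3 groups fitted together, a minimum mean log2 value of 5, median-centred or quantile-normalized samples, trended and robust eBayes, array weights, a choroid plexus score as a covariate, groups coded as numbers, a stricter p of 0.01, an unadjusted p for modules, and the first principal component of listed module genes. Added after the data were seen were voom weights from the recovered reads, 2 covariates (log2 library size, and the score of mitochondrial transcripts and Malat1) for EXT vs. TA across both sexes, batch as categories for the CREB1 targets, and 2 alternatives for mitochondrial transcripts.

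Each result of a model across genes was set against 100 splits of the samples. The methods were tested on simulated data of the same design. For the gene counts, genes varied independently around effects of sex and effects linear in the batch number. Batch differences beyond the linear effect and correlation between genes were thus not simulated. The false calls therefore do not show how many arise in the real data. Reads were recovered for 360932 of 360932 simulated values. In EXT vs. TA across both sexes, 195 of 200 genes changed by 1 on the log2 scale were recovered with 10 false calls. When batches were categories, 187 were recovered with 13 false calls. At a change of 0.5, 113 were recovered with 7 false calls, and 79 with 4 when batches were categories. Gene set enrichment, upstream regulator analysis and network construction were not analysed here. One of the marker scores, which counts among the tests adjusted for, is not reported here. The quantitative PCR and behavioural experiments were left out because the deposited expression values do not cover them.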

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

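The gene set of mitochondrial transcripts and Malat1 was chosen after its values were seen, and the tests of the shift of batches 3 and 4, of the batch differences within TA mice and of the library sizes were chosen only after the result was seen.

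The largest EXT vs. TA log2 fold changes across both sexes belong to genes the paper does not discuss. The 9 largest by size were the 8 mitochondrial transcripts and Malat1, at 2.53 (standard error 0.81, FDR-adjusted p 0.0278 from limma) for mt-Nd2 and 2.15 (standard error 0.72, adjusted p 0.0327) for Malat1, with a median of 2.22 over the 9. All 9 were FDR-significant. The mitochondrial share of the reads had a median of 0.0899% in TA, 0.106% in FC and 0.332% in EXT mice, and reached 4.16% in an EXT mouse. With batches as categories the median log2 fold change was 0.54, with 0 of the 9 FDR-significant and 0 at an unadjusted p under 0.05. The log2 value of mt-Nd2 averaged 10.95 in EXT mice of batch 3 against 5.15 in EXT mice of batch 5. In EXT mice of batch 2 it ran from 3.89 to 11.30, so high values were not confined to batches 3 and 4. In batches 1 and 5 the EXT means of mt-Nd2 (6.86 and 5.15) lay below the TA means (7.09 and 5.32). Quantile normalization left the median at 2.14, but the samples were already on nearly one scale (median log2 values of 5.67 to 5.80), so this does not test the scaling. Within batch and group, Malat1 and the mitochondrial transcripts varied together over 39 samples (Spearman rho 0.905 and Pearson r 0.927, each with a permutation p of 1e-05, the smallest the resamples can give; r 0.897 without the 2 farthest samples). Neither kind of RNA sits on cytosolic ribosomes, so a candidate explanation is carry-over of such RNA in some pulldowns. No biological explanation can be told apart from the shift of batches 3 and 4, which hold only EXT mice.

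In males, the score of 6 choroid plexus marker genes was lower in FC than in TA mice (-1.07, exact permutation p 0.00375, FDR-adjusted p 0.045 over 48 tests), and 0 of 6 FC males lay above the TA median. Choroid plexus was looked at because genes typical of it lead the paper's male FC vs. TA list in Supplementary Data 1. Without batches 3 and 4 the same difference had an adjusted p of 0.0599, since the tests adjusted with it changed. In females the difference was 0.22 (exact permutation p 0.697), and the difference between the sexes was not tested. Within batches 1, 2 and 5 it was -1.36, -0.63 and -1.38 in males, from 1, 2 and 3 FC males. With the score as a covariate, the genes at an unadjusted p under 0.05 in male FC vs. TA fell from 593 to 89. Since that list comes from the same males, the p of the score restates it, and since the score follows condition in them, the covariate takes up group differences whatever their cause. The male FC vs. TA differences cannot be told apart from choroid plexus RNA in some punches by these tests. In random splits of the males, 17 of 100 gave as many genes as the real groups.

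7 values lay far from the rest of their group. These were the endothelial and mural score of TA male 31 (-1.240), the log2 values of Fos (3.675) and Usp22 (7.078) and the astrocyte score (0.106) of FC male 47, the log2 value of Creb1 (4.281) in FC male 49, that of Dusp1 (5.349) in FC female 13, and that of Fos (5.394) in EXT female 23. Over the 114 groups examined, 5.7 such values arise by chance, so their number calls for no explanation. FC male 47 has 3 of them and the smallest effective library size of the FC mice, at 13431032. EXT female 23 belongs to batch 3, where no TA mouse gives a comparison. No cause was tested for these values.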

How the results depend on the processing

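All of these alternatives were set before the data were examined, except voom weights from the recovered reads, 2 covariates for EXT vs. TA (library size, and the score of mitochondrial transcripts and Malat1), the CREB1 target counts with batches as categories, and 2 alternatives for the mitochondrial transcripts, which were chosen after seeing the data. Of 196 comparisons of a summary result with an alternative, 157 counted as unchanged. A count did so within 1.5 times of the reported one, and a rho within its jackknife standard error. Among them are counts of 0 set against 0, such as the FDR-significant genes in FC vs. TA under every alternative. The 157 therefore do not measure how stable the larger results were. The values as reported are 1755 FDR-significant genes in EXT vs. TA across both sexes and 7 in males, 0 in EXT vs. FC (1587 at an unadjusted p under 0.05 across both sexes and 1067 in males), rho of 0.652 between the sexes and 0.351 between the contrasts in males, 501, 162 and 258 shared genes, 3 modules for EXT and 0 for FC (2 at an unadjusted p under 0.05), 4 marker score tests, and log2 fold changes of 0.14 for Creb1, -0.20 for Ncbp2 and -0.16 for Arhgap39.

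With batches as categories, the number of FDR-significant genes in EXT vs. TA was 2 across both sexes (1733 at an unadjusted p under 0.05) and 1 in males (1024), and in EXT vs. FC it was 2 in males (721). The Spearman correlation between male and female EXT vs. TA log2 fold changes was 0.288, shared genes in females were 430, and the modules were 1 for EXT (5 at an unadjusted p under 0.05) and 1 for FC. These modules, named after their values were seen, were darkturquoise for EXT (-0.69 SD, adjusted p 0.0367) and turquoise for FC (0.37 SD, adjusted p 0.00715), while darkorange2, turquoise and darkred did not pass for EXT (adjusted p 0.15, 0.189 and 0.51). Creb1 became -0.10 and Ncbp2 0.0130. Without batches 3 and 4, EXT vs. TA had 3 FDR-significant genes across both sexes (1545 at an unadjusted p under 0.05) and 0 in males (855), rho between the sexes was 0.312, shared genes in males were 74, modules for EXT were 0 (2 at an unadjusted p under 0.05), and marker score tests were 2 (6 at an unadjusted p under 0.05). Creb1 became -0.09 and Ncbp2 0.0036. With array weights, EXT vs. TA had 5 FDR-significant genes, EXT vs. FC had 12 across both sexes and 2 in males, rho between the sexes was 0.221, shared genes were 344 in males and 405 in females, and Creb1 became -0.0153. With no batch term, male EXT vs. TA had 318 FDR-significant genes, and shared genes were 302 across both sexes and 122 in females. With all 3 groups in one fit, male EXT vs. TA had 3 genes and EXT vs. FC across both sexes had 17, and shared genes were 185 across both sexes, 73 in males and 111 in females. In male EXT vs. TA, genes with a mean log2 value of at least 5 gave 518 FDR-significant genes, quantile-normalized samples gave 0 (2420 at an unadjusted p under 0.05), and the choroid plexus marker score as a covariate gave 1. That covariate also gave a rho between FC vs. TA and EXT vs. TA of 0.155 in males and 25 shared genes in males. At an unadjusted p under 0.01, shared genes were 114 across both sexes, 21 in males and 24 in females. With an unadjusted p under 0.05 for the modules, 6 passed for EXT and 2 for FC. With log2 library size as a covariate, EXT vs. TA had 0 FDR-significant genes (449 at an unadjusted p under 0.05) and Arhgap39 became 0.0008. With the score of mitochondrial transcripts and Malat1 as a covariate it had 0 (1296) and Creb1 became -0.0295. Beyond what the observations report on the batches, library sizes and other cells, the cause was not tested.

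The few genes under these settings were named after their values were seen. Across both sexes they were Iars and Fos with batches as categories, Fos, Iars and Acly without batches 3 and 4, and Dusp1, Fos, Camk2n1, Junb and Pick1 with array weights. In males they were Fos with batches as categories and with the choroid plexus covariate, and Junb, Fos and Usp19 with all 3 groups in one fit. In EXT vs. FC males they were Fabp7 and Acsbg1 with batches as categories and Khdrbs3 and Sppl2a with array weights. The 1755 genes of EXT vs. TA all kept their direction under each alternative fit in which they were tested, apart from the score of mitochondrial transcripts and Malat1 as a covariate, with which 1751 did. Those also FDR-significant there numbered 1 with batches as categories, 2 without batches 3 and 4 and 5 with array weights. Fos was FDR-significant in 11 of 13 fits, with adjusted p from 0.00506 to 0.7. Junb was in 10 of 14, from 0.00472 to 0.7, and Crh in 9 of 14, from 0.0137 to 0.7.

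Of the 45 named genes, 35 were FDR-significant in EXT vs. TA and 42 kept one direction under every alternative. Fos was FDR-significant in every fit in which it was tested except those with library size or the score of mitochondrial transcripts and Malat1 as a covariate. Its mean log2 value is under 5, so it was not tested with that minimum, which 11 of the named genes do not reach. With batches as categories 34 lost significance, as did 34 without batches 3 and 4, 31 with array weights, 35 with each of the 2 added covariates, 5 with the choroid plexus covariate and 1 with no batch term, while 2 gained it with all 3 groups in one fit. FC vs. TA results of the named genes stayed on the same side of the threshold under each alternative tried. Median-centring and trended eBayes cannot move a rho, and leaving out batches 3 and 4 cannot move an FC vs. TA fit. The choroid plexus score in male FC vs. TA is adjusted together with the EXT tests, and its adjusted p became 0.0599 without batches 3 and 4, from 0.045. The part of Supplementary Data 2 that was read has no gene of thistle2 from which to draw a first principal component.

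On simulated data, a log2 change of 0.5 was recovered for 0 of 200 genes in female EXT vs. TA and a change of 1 for 132.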

Differences from the paper's values

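The log2 fold changes of the 20 genes of Table 1 in EXT vs. TA across both sexes differed from the paper's. They were -0.71 for Junb against the paper's -0.351, 0.69 for Ppp1r1a against the paper's 0.343, 0.91 for Bcl2l2 against the paper's 0.452, -0.43 for Wdr82 against the paper's -0.217, -0.83 for Adar against the paper's -0.415. They were 0.57 for Mettl9 against the paper's 0.282, 0.46 for Ephx4 against the paper's 0.228, -0.79 for Fos against the paper's -0.391, 0.65 for Zdhhc4 against the paper's 0.328, 0.61 for Cdk10 against the paper's 0.306. For the next genes of the table they were 0.49 for R3hdm4 against the paper's 0.243, 1.15 for Camk2n1 against the paper's 0.572, -0.51 for Prpf18 against the paper's -0.250, -0.59 for Dhx30 against the paper's -0.293, -0.86 for Pja1 against the paper's -0.430. For the remaining genes they were -0.73 for Dlg3 against the paper's -0.367, -0.74 for Usp22 against the paper's -0.369, -0.81 for Usp19 against the paper's -0.407, -0.53 for Ubash3b against the paper's -0.263, 0.51 for Fam120a against the paper's 0.261. Of the alternatives set before the data were examined, coding the groups as numbers (TA 1, FC 2 and EXT 3) and taking the change per step brought all 20 within the error of the paper's values. Batch as categories also did so for Bcl2l2 (0.62), Adar (-0.58), Mettl9 (0.37), Zdhhc4 (0.40), Cdk10 (0.36), R3hdm4 (0.31), Camk2n1 (0.69), Pja1 (-0.52) and Usp22 (-0.54). Leaving out batches 3 and 4 did so for Bcl2l2 (0.61), Mettl9 (0.36), Zdhhc4 (0.40), Cdk10 (0.36), R3hdm4 (0.31), Camk2n1 (0.67) and Pja1 (-0.52). Array weights did so for Zdhhc4 (0.42), Cdk10 (0.39), Pja1 (-0.53), Usp22 (-0.49) and Fam120a (0.30). The other alternatives did not close the gap for any of the 20. In a fit of EXT and TA mice, coding the groups as numbers only rescales the change. With batch as a number, the unadjusted p from limma matched the paper's for 19 of the 20. It differed for 20 with batches as categories, 20 without batches 3 and 4 and 19 with array weights. The matches of single fold changes under those alternatives thus do not account for the gap.

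The unadjusted p of Fam120a was 8.38e-05 against the paper's 4.87e-05. Of the alternatives set before the data were examined, only the choroid plexus marker score as a covariate closed the gap (3.48e-05).

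The number of modules associated with EXT was 3 against the paper's 6, those associated with FC 0 (2 at an unadjusted p under 0.05) against the paper's 2, and those associated with EXT only 3 against the paper's 5. An unadjusted p under 0.05 in place of the FDR, set before the data were examined, closed all of these gaps, with 6, 2 and 5 modules. All 3 groups in one fit narrowed those for EXT and for EXT only to within 1.5 times of the paper's numbers, with 4 modules each. The other alternatives set before the data were examined did not close or narrow them to that extent.

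The paper states that Creb is reduced with EXT, while the log2 fold change of Creb1 was 0.14 (FDR-adjusted p 0.41 from limma). It was negative with batches as categories (-0.10), without batches 3 and 4 (-0.09), with array weights (-0.02) and with the score of mitochondrial transcripts and Malat1 as a covariate (-0.03, chosen after seeing the values), and not FDR-significant under any alternative. The paper states that most EXT DEGs were co-expressed in its networks that changed with EXT only, while in the part of Supplementary Data 2 that was read 46.7% of the genes at an unadjusted p under 0.05 were in those networks, and 59.0% of the FDR-significant ones. That part holds 0 genes of thistle2, which is among those networks, so these shares may differ from those of the whole list.

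The paper's male EXT vs. TA list has 10 FDR-significant genes, of which 7 were FDR-significant here. The others were Acly, Csnk1d and Pick1, each with an adjusted p of 0.0558. Acly was FDR-significant with trended and robust eBayes (0.0463), with a minimum mean log2 value of 5 (0.0403) and with no batch term (0.0461). Csnk1d was with the same minimum (0.0439) and with no batch term (0.0461), and Pick1 was with array weights (0.0376), the minimum (0.0426) and no batch term (0.0461). With voom weights from the recovered reads, chosen after seeing the values, Acly (0.0455) and Pick1 (0.05, rounded up from just under it) passed and Csnk1d (0.0523) did not. The male EXT vs. TA log2 fold changes were a median of 2.00 times the paper's in Supplementary Data 1, against 1.00 times for FC vs. TA and for EXT vs. FC.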

Other observations

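The tests of the shift of batches 3 and 4 within EXT mice, of the batch differences within TA mice and of the library sizes, and the choice of unadjusted p for splits of comparisons whose FDR counts were 0, were chosen only after the result was seen.

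The groups were compared with 100 splits of the same samples into groups of the same sizes, the real one included. For EXT vs. TA across both sexes, 1 of 100 splits (the real one) gave as many FDR-significant genes as the 1755 found, and in males 1 of 100 gave as many as 7. At an unadjusted p under 0.05, the female EXT vs. TA count of 1221 was reached by 11 of 100 splits. The FC vs. TA counts were reached by 12 across both sexes, 17 in males and 16 in females, and the EXT vs. FC counts by 7, 9 and 34. These splits ignore batch. By them, the female EXT vs. TA comparison and the FC vs. TA and EXT vs. FC comparisons cannot be told apart from random groups, while shuffles within batch and sex, with batches as categories, reached the FC vs. TA count across both sexes in 2 of 100.

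Differences between batches were weighed for EXT vs. TA. The EXT mice of batches 3 and 4 differed from the other EXT mice in 2933 FDR-significant genes, and no other of 100 splits gave as many (1 of 100 with the real one). Within TA mice, batches 1, 2 and 5 differed in 4129 FDR-significant genes, again with 1 of 100 splits as large. With the batch number fitted first there were 3256 (1 of 100 splits as large), so in TA mice a numeric batch term leaves differences between batches in place. The 6 EXT mice of batches 3 and 4 differed from TA mice in 4301 genes without a batch term, against a median of 0 and a highest count of 542 for 6 mice drawn from the other EXT mice. When labels were shuffled within batch and sex, 3 of 100 labellings gave as many genes across both sexes and 6 of 100 in males. Batches as categories gave 2 FDR-significant genes across both sexes, 1 of them among the 1755, and 1 in males. Leaving out 6 EXT mice at random gave as few genes as leaving out batches 3 and 4 in 21 of 100 draws, with a median of 1448. These draws can leave out mice of batches 3 and 4 too, so they do not set the number of mice apart from those batches. Between EXT vs. TA in batch 5 and in batches 1 and 2 together, rho across genes was 0.0780, which 36 of 100 shuffles reached. Of the 1755 genes, 1347 had the same direction in batch 5, 1737 in batches 1 and 2, and 1330 in both. With batches as categories, 1 of 100 shuffles within batch and sex (the real labels) gave as many genes at an unadjusted p under 0.05 as the 1733 found in EXT vs. TA, and 2 of 100 gave as many as the 1379 found in FC vs. TA. The labels inside the shared batches thus gave more genes than the shuffled ones, while the number of FDR-significant genes cannot be told apart from a contribution of batches 3 and 4.

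The unadjusted counts moved in both directions with batches as categories. They became 1133 from 1221 in female EXT vs. TA, and 1379, 1075 and 1210 in FC vs. TA across both sexes, in males and in females, above the 853, 593 and 737 with batch as a number. In EXT vs. FC they became 344, 721 and 117. Imbalance of the batches may account for part of the EXT vs. FC counts, which fell across both sexes, in males and in females. The FC vs. TA counts rose, so imbalance does not account for their size. The counts do not show whether the same genes were called under both codings.

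Effective library sizes, which hold a scaling beside the number of reads, were smaller in EXT than in TA mice inside the shared batches. The mean log2 difference was -0.20 (two-sided permutation p 0.00069 from label shuffles within batch). With log2 library size as a covariate, 0 genes were FDR-significant in EXT vs. TA and 449 had an unadjusted p under 0.05. Because library size follows condition, EXT vs. TA differences cannot be told apart from an effect of library size by this test. With the score of mitochondrial transcripts and Malat1 as a covariate, 0 genes were FDR-significant and 1296 had an unadjusted p under 0.05. These genes were chosen for their EXT vs. TA change and carry the shift of batches 3 and 4, so this covariate takes up group differences whatever their cause, and the differences cannot be told apart from carry-over by it. Across genes, which are not independent replicates, the EXT vs. TA log2 fold change had a rho of -0.0891 with GC content and 0.0419 with length, over 8168 of the 8203 genes, and with batches as categories the rho with length was -0.292. The FC vs. TA log2 fold change had a rho of -0.1077 with GC content and -0.2285 with length. With batches as categories its rho with length was -0.3196, so both contrasts then had a negative relation with length.

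The rho of 0.652 between male and female EXT vs. TA log2 fold changes was reached by 1 of 100 splits within sex (the real one), and the 0.114 for FC vs. TA by 41. Such splits ignore batch and so break up batches 3 and 4, which hold EXT mice of both sexes. They cannot set the agreement of the sexes apart from the shift of those batches, without which rho was 0.312. The rho between FC vs. TA and EXT vs. TA was reached by 47 of 100 splits across both sexes, 60 in males and 28 in females, and random groups gave medians of 0.496, 0.425 and 0.464. Groups that share their TA mice thus give correlations of this size without any effect. With disjoint groups of TA mice the median rho was still 0.345 across both sexes. The shared TA mice may therefore account for part of these correlations. The numbers of shared genes were reached by 4 of 100 splits across both sexes, 7 in males and 5 in females.

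For the modules, 3 of 100 splits gave as many FDR-significant eigengenes in EXT vs. TA, and 16 of 100 gave as many at an unadjusted p under 0.05 in FC vs. TA. These splits of the modules ignore batch too. For the gene families, all 100 splits gave at least the 0 found at an unadjusted p under 0.05, so this comparison cannot show anything. For the difference between the sexes, 47 of 100 splits by sex gave as many genes at an unadjusted p under 0.05 as the 339 in EXT vs. TA and 29 as many as the 540 in FC vs. TA.

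Lower Crh after EXT could come from more RNA of other cells in the EXT pulldowns. The astrocyte score was 0.55 higher in EXT than in TA mice, with 10 of 16 EXT mice above the TA median, and had the smaller permutation p of the astrocyte and oligodendrocyte scores, 0.0853. Within batches 1, 2 and 5 it was 0.89, -0.24 and -0.18, and without batches 3 and 4 it was 0.03 (permutation p 0.91). Crh also changed less with batches as categories (log2 fold change -0.32, adjusted p 0.399), so both differences rest largely on those batches, and RNA of other cells in them is not ruled out. The score of 11 genes of CeA GABAergic neurons, Crh among them, was lower after EXT (-0.65, permutation p 0.00226, FDR-adjusted p 0.0362), with 3 of 16 EXT mice above the TA median. In batches 1, 2 and 5 it was -0.37, -0.69 and 0.05, so it did not hold in batch 5, and without batches 3 and 4 it was -0.27 (permutation p 0.148, adjusted p 0.546). The endothelial and mural score was lower (-0.48, permutation p 0.048, adjusted p 0.256), and -0.03 without those batches (permutation p 0.893). The astrocyte, oligodendrocyte, glutamatergic neuron and choroid plexus scores did not pass the FDR either, and lower Crh cannot be told apart from the shift of batches 3 and 4.

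EXT mouse 21, a female of batch 2, lies at 35.1 and -25.0 on the first and second principal components, beside the mice of batches 3 and 4, while the other EXT mice of batch 2 lie at 9.03 and 27.6 (mouse 51) and at 18.1 and 18.0 (mouse 52). EXT mouse 23 of batch 3 lies at -7.65 and -17.4. These mice were chosen after their values were seen, and their labels were taken as given.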
